A study of Canis lupus familiaris with 33 samples.

How the data were processed

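DNA methylation was measured in 11 tissues of adult beagles by MBD-seq, in which sheared genomic DNA is captured on beads that carry the methyl-CpG-binding domain of a protein and the captured fragments are sequenced. The series held 33 libraries, made of 22 capture (MBD) libraries and 11 input libraries of DNA that was not captured. Each tissue had 2 MBD libraries from different animals and 1 input library. Both MBD libraries of a tissue carried the same peak list in the labels, so 11 lists, 1 per tissue, were analysed. Read counts and signal tracks were not used here.

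The deposited lists had no header, and the labels did not name the aligner, the peak caller, the genome build or the filters, nor how the 2 libraries of a tissue were combined. The columns were read by their place in the narrow-peak format and by their values. Per the format and the values, the deposited score column was the whole part of 10 times the negative log10 of the p-value of each peak. The column used as the fold enrichment was the deposited signal value of each peak, a ratio read as such from its place and its range, since no label stated the control it refers to. The −log10 p-value and −log10 q-value of each peak were taken as deposited by the authors and were never recomputed. Scores, folds and p-values belong to single peaks of the authors' lists and were used to describe, rank and filter peaks within a list, and a fold was compared between tissues only as a ratio of chromosome X to autosomes, over the same regions, or as a list summary.

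Peak numbers inside each list followed the rank of the −log10 p-value and had gaps. The lists held 84.3% (kidney) to 89.3% (mammary gland) of the numbers up to their highest one, and 19.9% to 29.8% of the numbers in the lower 50% of the ranking were missing against 1.14% to 1.89% in the upper 50%. The gaps are those that a filter applied after calling, mostly to weak peaks, would leave, but the labels give no such rule. No list had a repeated interval or a peak outside the 38 autosomes and X.

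Groups came from the labels. Tissues with 2 MBD libraries labelled female (colon, mammary gland, ovary, stomach; n = 4) were compared with tissues with 1 female and 1 male library (n = 7), and tissues whose input was titled 679, called animal A below (kidney, mammary gland, ovary, pancreas; n = 4) with tissues whose input was titled jj8 (n = 7). The labels described 3 dogs, 1 male and 2 female, but the titles carried 4 animal identifiers (679, 244, jj8 and jj82). The animal jj8 was labelled male in 7 MBD libraries and female in 7 input libraries. Groups were kept as labelled, and regrouping the tissues of jj82 was an alternative fixed before the data were examined.

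Overlap between tissues was the Jaccard index, the bases covered by both lists divided by the bases covered by either. The pair of brain tissues was compared with all 55 pairs, and the 4 digestive tissues (colon, liver, pancreas, stomach) with all 330 sets of 4 tissues, by exact one-sided permutation tests. All peaks of all tissues were merged into union regions, and a tissue counted as present when 1 of its peaks overlapped the region by at least 1 base. The fold of a tissue in a region was the highest fold of its peaks there. The shares expected under independence were computed from the share of the union regions that each tissue had. Sequence without a peak in any tissue did not enter these rates. The numbers of regions in, or absent from, exactly 2 tissues were compared with those expected from the totals of each tissue. Chromosome X was summarised as the percent of peaks on X and as the log2 ratio of the median fold of X peaks to that of autosomal peaks, and groups were compared by exact two-sided permutation tests over all 330 splits into 4 and 7 tissues. Over regions with a peak in all tissues, the log2 fold of each tissue was set against the mean of the 11 tissues, and the median on X past its first 7 Mb, which leaves out the pseudoautosomal region, was taken relative to autosomes. Correlations across tissues used 100000 random pairings. Benjamini-Hochberg adjustment was made within the 4 tests on X and within the 2 relations of peak number. Shares of counts have 95% Wilson intervals, which cover counting error only, because each tissue had a single list and the number of reads behind it is unknown.

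Alternatives were the 50% of each list with the highest fold, equal list sizes (the 260977 peaks with the highest fold of each list), other overlap measures, other rules for presence in a region, leaving out chromosome X or its first 7 Mb, regrouping or leaving out colon and stomach, mean in place of median fold, and leaving out each tissue in turn. Restricting tests to tissues with a shortest peak under or over 200 bases, an index of region presence and a comparison over the same regions were added after the data were seen. The computations were tested on simulated lists. A planted difference of 0.30 (log2) between 4 and 7 lists was recovered as 0.29, and all 5115 regions simulated as present in both brain lists alone were recovered. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

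The last peaks ended at base 122678739 of chromosome 1 and base 123869064 of chromosome X, and the gene table at hand, of the assembly UU_Cfam_GSD_1.0, has genes past both points. These ends do not settle whether the lists and the table share a build. Since no label stated the build of the lists, the table was not used here. Planned comparisons of genomic annotation, CpG density, promoters of marker genes and promoters without a peak in 1 tissue were not run. The single regions named in the report follow a rule fixed before the data were examined, namely the autosomal region with the highest fold among those with a peak in 1 tissue only. Their coordinates are those of the lists, counted from 1.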

Results

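MBD-seq peak lists of 11 beagle tissues (cerebellum, cerebrum, colon, kidney, liver, lung, mammary gland, ovary, pancreas, spleen and stomach) were compared to describe how methylated regions of the dog genome are shared among tissues. Each tissue was represented by 2 MBD libraries and 1 input library, and the labels gave both MBD libraries of a tissue the same peak list. No spread between replicates can therefore be computed within a tissue, and tissues were the units of every test. The read depth of the libraries is unknown, since the lists give peaks and not reads.

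The lists held from 260977 peaks in colon to 370761 in ovary, a ratio of 1.42, with a median of 292162. Cerebellum had 359065 peaks, cerebrum 311374, kidney 307360, liver 306766, stomach 283049, lung 271855, mammary gland 268940 and pancreas 268082. The merged length covered ranged from 145.003 Mb in pancreas to 219.798 Mb in ovary, with a median of 174.718 Mb. Under a stricter threshold that kept the 50% of each list with the highest fold, this median fell to 130.87 Mb. The median peak width lay between 297 bases (pancreas) and 360 bases (kidney). The median fold enrichment per list ranged from 6.19 in lung to 8.73 in stomach, and the median −log10 p-value from 19.9 in lung to 31.7 in stomach. The shortest peak was 175 to 192 bases long in cerebellum, colon, liver, pancreas, spleen and stomach. It was 210 to 218 bases long in the other 5 tissues, so the lists fell into 2 classes of minimum width. These classes did not coincide with the groups in the labels but were not balanced over the input animals. Of the tissues with the input of animal A, kidney, mammary gland and ovary had the longer minimum width and pancreas the shorter.

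The Jaccard index was used to ask which tissues shared methylated sequence. Over the 55 pairs of tissues it ranged from 0.564 to 0.804, with a median of 0.699. Colon and stomach had the highest index, 0.804, followed by pancreas and stomach at 0.799, colon and pancreas at 0.778 and liver and lung at 0.772. Cerebellum and colon had the lowest. Averaged over its 10 pairs, cerebellum had the lowest index of the 11 tissues, 0.593, ovary the next at 0.629, and mammary gland the highest at 0.716.

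**Figure D1:**
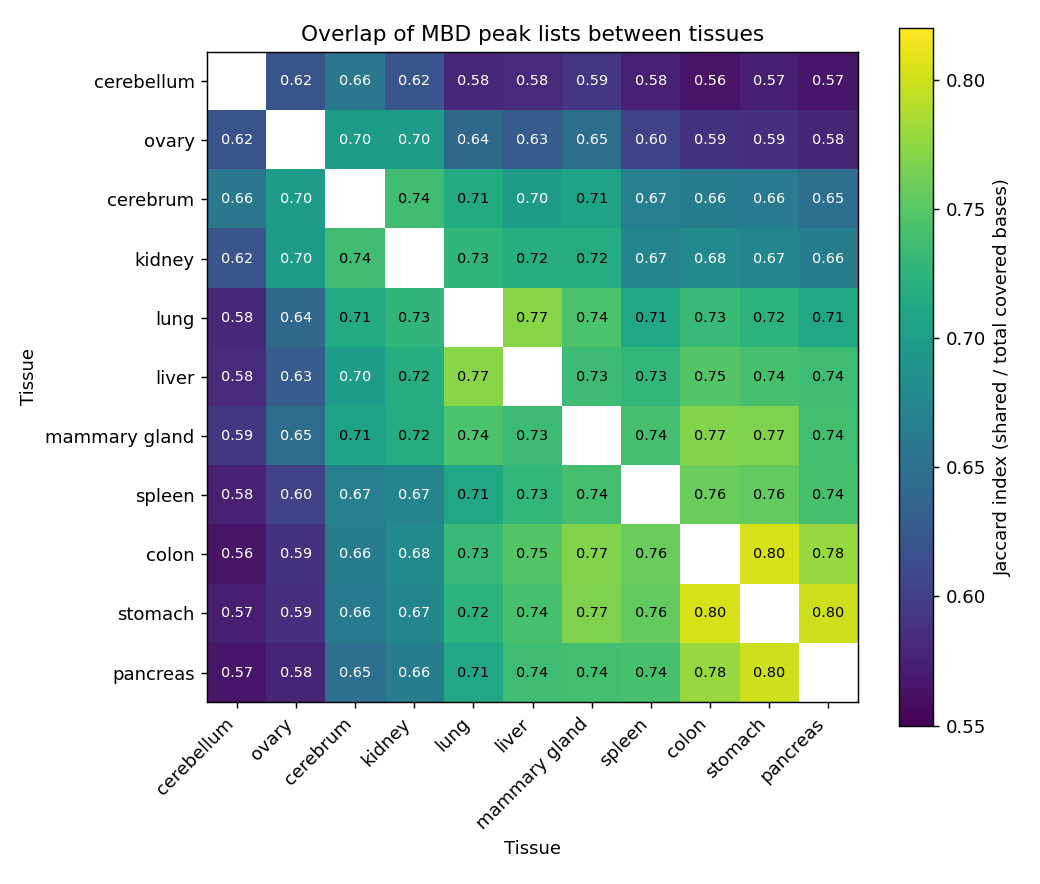
Jaccard index (bases covered by both lists over bases covered by either, colour and number) for each pair of the 11 tissues, which are named on both axes. The cells of colon, stomach and pancreas reach 0.804, and those of cerebellum average 0.593.

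The cerebrum and the cerebellum are both parts of the brain, and their index was 0.657 against a mean of 0.686 over the other pairs. It ranked 38 among 55 pairs, so the brain tissues were not closer to each other than other pairs (exact permutation test, one-sided, p = 0.691; the smallest p this design allows is 0.0182). Only subtraction of the mean index of each tissue turned the difference from −0.0283 to 0.0653, and it stayed short of the threshold (exact permutation test, one-sided, p = 0.0909). The brain lists fell into different classes of shortest peak, so the pair could not be compared within a class. The 4 digestive tissues had a mean index of 0.768 over their 6 pairs against 0.675 over the other pairs, and 3 of the 330 sets of 4 tissues had a mean as high (exact permutation test, one-sided, p = 0.00909). With the overlap coefficient, which divides by the shorter list, the difference fell from 0.0925 to 0.0340 and 22 of the 330 sets were as high (exact permutation test, one-sided, p = 0.0667). All 4 digestive lists belonged to the class with a shortest peak under 200 bases, which held 6 tissues. Within that class 2 of the 15 sets of 4 tissues were as high (exact permutation test, one-sided, p = 0.133), where the smallest possible share is 1 of 15. Across all tissues, pairs of the same width class had a mean index of 0.699 and pairs of different classes 0.674 (exact permutation test over 462 splits, one-sided, p = 0.0498).

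Merging all lists gave 472158 union regions that covered 287.051 Mb. Of these, 126773 regions, or 26.8% (95% Wilson interval 26.7% to 27.0%), had a peak in all 11 tissues. Tissues independent over the union regions would give 0.198%. They had a median width of 798 bases and held 158.236 Mb, or 55.1% of the covered bases. Regions with a peak in 1 tissue numbered 85810, or 18.2% (18.1% to 18.3%), and had a median width of 245 bases. Independence over the union regions would give 0.108%. Union regions hold a peak by definition and leave out the rest of the genome. The share in 1 tissue can therefore not be read as an excess over independent tissues. The median of the highest fold of each tissue in a region was 10.4 in regions of all tissues and 4.29 in regions of 1 tissue. Wide regions can hold several peaks of a list, which raises a highest fold, and this part was not separated. The share in all tissues moved most with the stricter threshold, to 17.9%, and it was 19.3% when at least 50% of the region had to be covered.

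**Figure D2:**
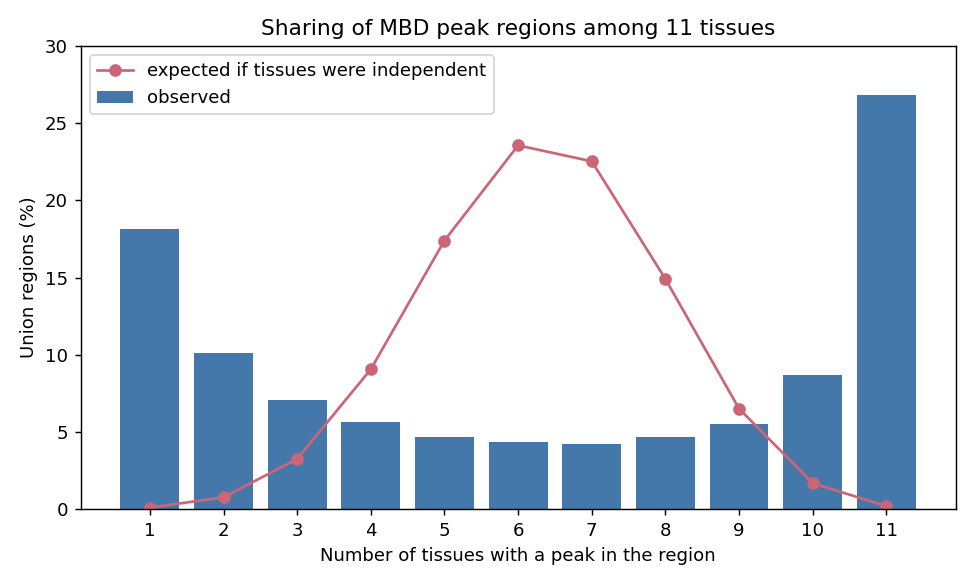
Percent of the 472158 union regions (vertical axis) by the number of tissues with a peak in the region (horizontal axis). Bars give the observed shares. The line gives the shares expected if tissues were independent over these regions, each of which holds a peak by definition. The bars are highest at 11 tissues (26.8%) and at 1 tissue (18.2%), where the line lies at 0.198% and 0.108%.

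Regions found in 1 tissue were concentrated in a pair of tissues. Pancreas held the fewest, 439, while cerebellum held 36825 of them (42.9%) and ovary 27539 (32.1%). Cerebellum and ovary also had the longest lists, and with equal list sizes the shares fell to 31.8% in cerebellum and 20.3% in ovary, while the stricter threshold gave 32.4% and 33.0%. Regions with a peak in 10 tissues numbered 41177, and cerebellum was the tissue without a peak in 13300 of them (32.3%), followed by lung with 4483 and spleen with 3879. Of the regions found in 1 tissue, the autosomal one with the highest fold in mammary gland lay on chromosome 23 at 51484409 to 51485447, with a fold of 21.0, or 3.05 times the median of its list. That of pancreas lay on chromosome 16 at 20019263 to 20020690 with a fold of 20.1. The colon region, on chromosome 1 at 99773063 to 99773612, had a fold of 16.0, the cerebellum region, on chromosome 26 at 27742560 to 27743317, a fold of 15.3, and the liver region, on chromosome 1 at 18558389 to 18558970, a fold of 15.1. In the other 6 tissues the corresponding folds lay between 8.09 (lung) and 13.4 (stomach). The genome build of these coordinates was not stated, and the genes at these positions were not analysed here.

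Since X copy number differs between the sexes, X peaks were compared by the sex labels of the MBD libraries and by the animal of the input. The input came from animal A in kidney, mammary gland, ovary and pancreas and from animal jj8 in the other 7 tissues. The percent of peaks on X ran from 3.40% in kidney (95% Wilson interval 3.34% to 3.47%) to 5.05% in cerebellum (4.97% to 5.12%). It was 4.27% ± 0.455 (SD, n = 4) in tissues with 2 female libraries and 4.27% ± 0.561 (SD, n = 7) in tissues with 1 female and 1 male library (exact permutation test, two-sided, p = 1). It was 4.12% ± 0.614 (SD, n = 4) with the input of animal A and 4.35% ± 0.454 (SD, n = 7) with input jj8 (exact permutation test, two-sided, p = 0.476). The log2 ratio of the median fold on X to that on autosomes was negative in all 11 tissues, from −0.20 in stomach to −0.02 in mammary gland. Its mean was −0.11 ± 0.08 (SD, n = 4) with 2 female libraries and −0.12 ± 0.03 (SD, n = 7) with 1 of each sex (exact permutation test, two-sided, p = 0.8). By input animal, the mean was −0.09 ± 0.07 (SD, n = 4) for animal A and −0.12 ± 0.04 (SD, n = 7) for jj8 (exact permutation test, two-sided, p = 0.382). This difference of 0.029 was 0.077 with the stricter threshold (exact permutation test, two-sided, p = 0.0758). The mean log2 ratios were then 0.033 for animal A and −0.043 for jj8, so the negative sign in all tissues did not hold in that setting. After adjustment over the 4 tests the exact p-values were 1, 0.952, 1 and 0.952 in this order. None of the 4 differences exceeded the spread between tissues.

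The comparison of fold by sex depended on colon and stomach, whose second MBD library came from the animal titled jj82. With both counted among the tissues of jj8, the difference rose from 0.0092 to 0.089 and 2 of 55 splits were as large (exact permutation test, two-sided, p = 0.0364). With both left out it was 0.076, the largest of 36 splits (exact permutation test, two-sided, p = 0.0278). The group with 2 female libraries then held mammary gland and ovary alone. Among the lists with a shortest peak under 200 bases the difference was −0.06 (exact permutation test, two-sided, p = 0.267), and among the other 5 lists it was 0.08 (exact permutation test, two-sided, p = 0.1, the smallest p that class allows). For input animals the difference was 0.04 among those 5 lists (exact permutation test, two-sided, p = 0.4), and the class of short peaks held a single tissue with that of animal A. The percent of peaks on X by sex differed by −0.414 points in the class of short peaks (exact permutation test, two-sided, p = 0.4) and by 0.428 points in the other (exact permutation test, two-sided, p = 0.7), and by input it differed by −0.381 points in the latter (exact permutation test, two-sided, p = 0.8).

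**Figure D3:**
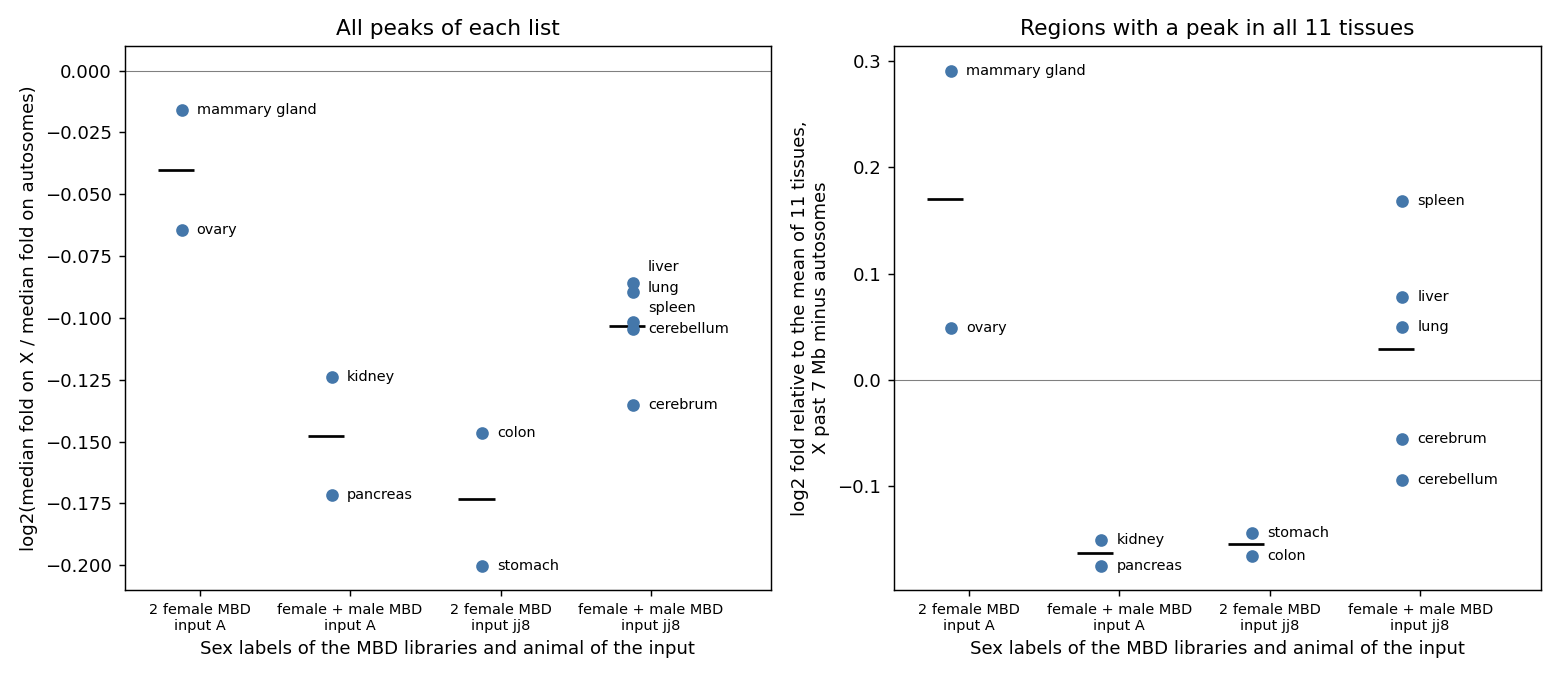
Fold on chromosome X relative to autosomes (log2) in each tissue (points, named), with tissues placed by the sex labels of their MBD libraries and the animal of the input, and horizontal lines at class means, for all peaks of each list (left) and for regions with a peak in all 11 tissues (right). On the left, mammary gland and ovary lie highest (mean −0.04) and colon and stomach average lowest (−0.17).

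Within the input of animal A, mammary gland and ovary (2 female libraries each) had a mean log2 ratio 0.11 above that of kidney and pancreas (1 female and 1 male). Within the input titled jj8, colon and stomach (2 female libraries each) had a mean that differed by −0.07 from that of the 5 tissues with 1 male library. Over the 4072 regions of X past 7 Mb with a peak in every tissue, the log2 fold relative to the mean of the 11 tissues was −0.17 in pancreas, −0.17 in colon, −0.15 in kidney and −0.14 in stomach, and it reached 0.17 in spleen and 0.29 in mammary gland. Of the 15024 regions past 7 Mb that had a peak in at least 2 tissues, kidney had a peak in 49.99%, against 74.5% of such regions on autosomes and 80.1% of those in the first 7 Mb of X. The corresponding difference between X past 7 Mb and autosomes was −13.7 percentage points in colon, −11.4 in pancreas, −8.40 in liver and −5.72 in stomach, lay between −1.97 and 3.63 in spleen, lung, ovary, mammary gland and cerebrum, and was 10.4 in cerebellum.

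**Figure D4:**
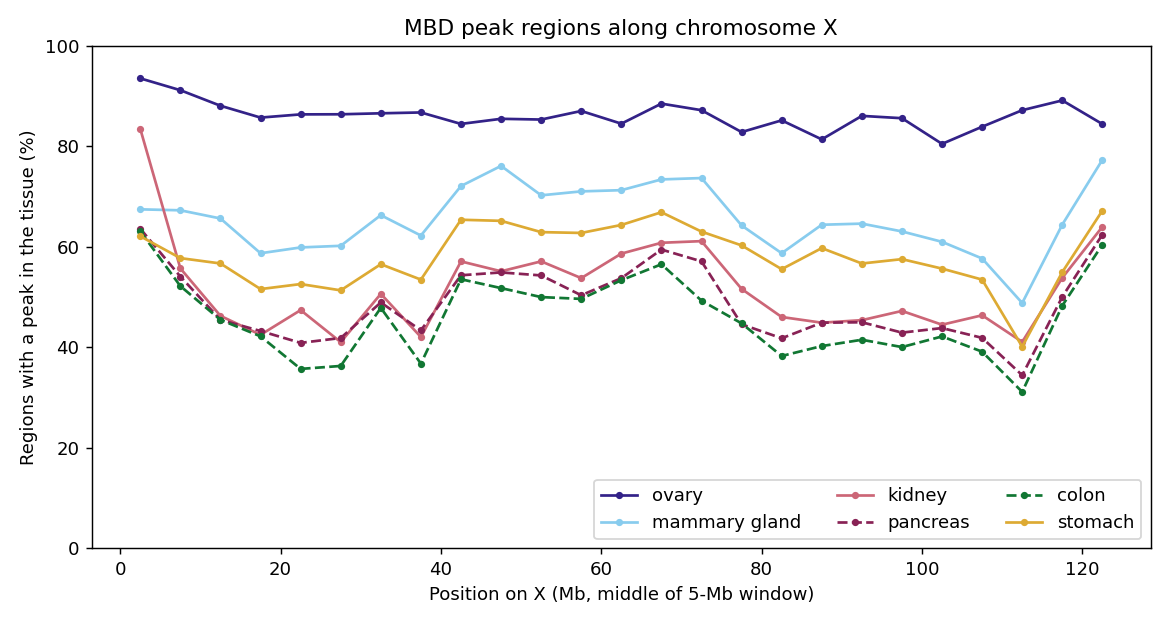
Percent of union regions (with a peak in at least 2 tissues) that had a peak in each of 6 tissues (lines) in windows of 5 Mb along chromosome X (horizontal axis, Mb). Kidney falls from 80.1% in the first 7 Mb to 49.99% past it, while ovary goes from 93.5% to 85.9%.

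Peak number was set against the fold and width of peaks to ask whether list sizes followed enrichment. Across the 11 tissues, Pearson's r of peak number and median fold was −0.430 (permutation test, two-sided, p = 0.174, adjusted p = 0.348) and Spearman's rho −0.473 (permutation test, p = 0.145, adjusted p = 0.291). Without cerebellum and ovary, the tissues farthest from the median peak number, r was −0.462 (permutation test, two-sided, p = 0.206). With the mean in place of the median fold, r was −0.771 (permutation test, two-sided, p = 0.00529). Peak number and median width had r = 0.0190 (permutation test, two-sided, p = 0.951, adjusted p = 0.951) and rho = 0.236 (permutation test, two-sided, p = 0.486, adjusted p = 0.486), and r = 0.153 without cerebellum and ovary (permutation test, two-sided, p = 0.681). Within the 6 lists with a shortest peak under 200 bases, r was −0.638 for fold (exact permutation test, two-sided, p = 0.151). For width it was −0.247 in these lists (exact permutation test, two-sided, p = 0.569). No correlation was computed within the other class.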

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

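In this part, the test of the difference between input animals, and the tests on the input of animal A, on kidney and pancreas against colon and stomach, and on single chromosomes, were chosen only after the results were seen. The expected order of the tissue classes and what would be seen if jj82 were jj8 were written down before, but the count of tissues inside a range and the splits of 7 tissues used for the latter were chosen after.

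The contrast between tissues with 2 female MBD libraries and tissues with 1 of each sex ran in opposite directions under the 2 input animals. For the log2 ratio of X to autosomal fold it was 0.11 under the input of animal A and −0.070 under that of jj8, a difference of 0.18 that was the largest of 126 arrangements of the labels (exact permutation test, two-sided, p = 0.00794). For the percent of peaks on X it was 1.02 points and −0.629 points, a difference of 1.65 points that 3 of the 126 arrangements reached (exact permutation test, two-sided, p = 0.0238). Over the same regions in every tissue the difference was 0.52 (log2; exact permutation test, two-sided, p = 0.0238). Each contrast rests on 2 tissues with 2 female libraries, and tissue, animals and input vary together. A difference between the tissues themselves therefore stays open and untested. Mammary gland and ovary also had a shortest peak over 200 bases, and colon and stomach one under 200 bases. The contrast of the log2 ratio was 0.076 in the former class of lists and −0.057 in the latter. Input animal and width class can therefore not be told apart here. No single tissue stood apart from its group in any of the 20 groups examined for a far value, where chance alone gives about 1 in 20.

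The number of X copies in the animals is a technical explanation, since a fold over input depends on the copies in both libraries. With jj8 male and the other animals female, colon and stomach would have the highest ratio of all classes. Their mean instead differed by −0.070 from that of the 5 tissues with 1 male MBD library and the same input, which argues against X copies as labelled being the whole cause. If jj8 were female as its input libraries are labelled, colon and stomach would not lie below those 5 tissues either. Under the input of animal A the order was the one X copies predict, with mammary gland and ovary 0.11 above kidney and pancreas, so sex may contribute there, with 2 tissues on each side.

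A wrong label is a candidate explanation for colon and stomach. If the animal jj82 were jj8, both would lie among the 5 tissues that share those animals. For the log2 ratio, 0 of the 2 lay inside the range of those 5 tissues (−0.14 to −0.09), and no other of the 21 splits into 2 and 5 tissues gave as large a difference (exact permutation test, two-sided, p = 0.0476). For the percent of peaks on X, stomach lay inside the range and colon did not (exact permutation test, two-sided, p = 0.143). The same held for the presence of regions on X relative to autosomes (exact permutation test, two-sided, p = 0.143). For the fold over the same regions, 0 of the 2 lay inside the range of −0.094 to 0.17 (exact permutation test, two-sided, p = 0.143). The measures were divided, so whether animal jj82 is animal jj8 stays open. Over the same regions colon and stomach were close to kidney and pancreas, which have 1 male MBD library and an input of animal A, with a mean difference of 0.0079 (log2). Other measures were less close, with 3.90% against 3.61% of peaks on X and with −9.69 against −17.97 points for the presence of regions on X relative to autosomes. A male MBD library with a female input could give such values, but they were found from the values that raised the question, and with 2 tissues on each side the labels cannot be told apart from a tissue difference.

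Chromosomes differ from each other for reasons unrelated to sex. In 6 of the 11 tissues (colon, kidney, mammary gland, pancreas, spleen and stomach) X past its first 7 Mb lay outside the range of the 38 autosomes over the same regions by more than the SD of the autosomes, in colon by 0.033 against an SD of 0.0327. General variation between chromosomes is unlikely to explain the value of X in those 6, least clearly in colon. In cerebrum X passed the lowest autosome by −0.0026 (log2) only, which leaves this explanation open there. In cerebellum, where an autosome reached 0.20, and in liver, lung and ovary, X lay inside that range. The base composition of X and library biases that act on it were not tested.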

How the results depend on the processing

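The tests restricted to a class of shortest peak width, the index of region presence and the comparison over the same regions were chosen only after the results were seen; the other alternatives were fixed before the data were examined. Of the 71 values recomputed under alternatives other than leaving out a tissue, 43 kept their direction and their side of the threshold or stayed within their interval, 2 fell short of the threshold, 4 passed it, 9 reversed and 13 moved. The 43 include values from the rules on repeated intervals, peaks outside the assembled chromosomes and peak summits, which could not change. The causes of the changes in the other values were not tested unless stated.

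Keeping the 50% of each list with the highest fold lowered the median covered length to 130.87 Mb, the regions in all tissues to 17.9% and raised the regions in 1 tissue to 22.8%. The covered length falls by construction with shorter lists. Equal list sizes gave 25.0% and 15.6%, and presence by at least 50% coverage 19.3% and 19.0%. The brain pair reversed, from −0.0283 to 0.0653, when the means of both tissues were subtracted. Simulated independent lists of the real lengths placed this pair 4 of 55 and cerebellum and ovary 1 of 55 after the same subtraction, so list length alone favours such pairs. The digestive set fell short of the threshold with the overlap coefficient, where its difference dropped from 0.0925 to 0.0340. It also did so within the 6 lists of short minimum width, where the difference was larger (0.118) but only 15 sets exist. Leaving out each of its 4 tissues gave differences from 0.0791 to 0.122, all past the threshold.

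The percent of peaks on X by sex had a main difference of −0.000829 points, so its sign carries no weight. It reversed to 0.0954 with the stricter threshold, 0.0744 for covered bases, 0.444 with colon and stomach counted with jj8, 0.363 without both and 0.428 in the 5 lists of longer minimum width, none past the threshold, and ran from −0.145 (without kidney) to 0.192 (without colon) across the 11 fits that each left out 1 tissue. The fold on X by sex became stronger with colon and stomach counted with jj8 (0.089) or left out (0.076), reversed to −0.057 in the 6 lists of short minimum width, and ran from −0.021 (without mammary gland) to 0.040 (without stomach). By input animal, the percent of peaks ran from −0.407 (without mammary gland) to 0.00674 points (without kidney), so its sign rested on kidney. The fold by input animal reversed to −0.044 in the lists of short minimum width, with a single tissue with the input of animal A, and ran from 0.0034 to 0.055. It was larger than the main 0.029 with the stricter threshold (0.077) and with equal list sizes (0.060), and in both 25 of 330 splits were as large (exact permutation test, two-sided, p = 0.0758). In all, 10 of 48 fits that left out a tissue changed sign and 0 crossed the threshold.

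Peak number and fold became more strongly related with the stricter threshold (r = −0.625, permutation test, p = 0.0384) and with mean fold (r = −0.771, permutation test, p = 0.00529), while peak number and width reversed from 0.0190 to −0.451 with the stricter threshold. Repeated intervals and peaks outside the assembled chromosomes numbered 0, so those alternatives changed nothing and test nothing, and the summit rule is met by every region by construction. Annotation, CpG density and promoter comparisons and their alternatives were not run. No paired analysis was possible because both MBD libraries of a tissue share 1 list. The unknown read depth limits statements that a peak is absent, most of all near the threshold of each list.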

Other observations

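In this part, the relation of peak number to the enrichment of the libraries was planned, and the other tests were chosen only after the results were seen.

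Cerebellum lacked a peak in 32.3% of the 41177 regions that had a peak in exactly 10 tissues, although its list was the second longest. List length argues the other way, since a longer list leaves fewer regions without a peak. With equal list sizes the share rose to 37.7%. That setting removed more peaks from cerebellum than from any list but ovary, which favours a rise, so the rise adds no evidence. Peaks left out of the list by the authors stay open as an explanation. In the upper 50% of the cerebellum numbering 1.42% of the numbers were missing, inside the range of 1.14% to 1.89% of all lists, but these are more numbers than the strong regions described next, so the share decides nothing. Of the 56847 regions with a fold at or above the tissue's median region in each of the other 10 tissues, 1642 (2.89%) had no peak in cerebellum, against 258 for ovary, the next tissue, under the same rule. Since this rule leaves out cerebellum only for its own gaps, strength was also judged without both of the tissues compared. In each of those 10 comparisons 1705 to 1967 strong regions lacked cerebellum alone and 0 to 339 lacked the other tissue alone, with the lowest ratio at 5.68, for ovary. The rule leaves out regions that are weak everywhere, so the ratio does not test weak signal in all tissues. It shows that strong regions lacked a peak in cerebellum more often than in any other tissue. Weak signal near the threshold in cerebellum itself was not ruled out. A noisier or less sensitive cerebellum list stays open, because 1136 of the regions strong in the 10 other tissues had a cerebellum fold in the lowest 10% of its regions, against 8 to 199 in the other tissues, and some of the 1642 could lie just under the threshold. Lower methylation in cerebellum may be the cause, as a hypothesis beside a noisier list and the removal of peaks. For the remaining 11658 regions, which made up 29.8% of the other regions absent from 1 tissue, a loss of methylation and a lower sensitivity cannot be told apart, because read depth is unknown. CpG content and variants of the animals were not tested.

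Cerebellum and ovary also shared 15457 regions found in no other tissue, 32.4% of the 47726 regions in exactly 2 tissues. With equal list sizes the pair was still first but its share was 14.0%, so list length alone is not the whole source. The stricter threshold, which keeps the relative list lengths, also lowered the share, to 23.5%. Equal list sizes drop the peaks with the lowest fold too, so the part carried by length cannot be told. From the totals of each tissue 13047 such regions were expected. The observed number was 1.18 times that, rank 24 of the 55 pairs. A single simulation, of lists linked only by an assumed strength of each region that all lists shared, gave 0.848 to 1.15. The ratio was 1.30 (rank 22) with the stricter threshold and 1.44 (rank 15) with equal list sizes, settings that were not simulated. In each setting many other pairs had a higher ratio, so a link particular to both tissues cannot be told apart from a general misfit of the expected number. Colon and stomach shared 252 regions of this kind, 9.89 times the expected number (rank 1). Their ratio was 3.47 (rank 4) with the stricter threshold and 3.50 (rank 2) with equal list sizes. Mammary gland and stomach, not both digestive, shared 254 such regions, 7.02 times the expected number (rank 2). That pair ranked 1 with the stricter threshold (4.57) and with equal list sizes (4.10).

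The brain tissues, whose overall overlap did not exceed that of other pairs, were both without a peak in 1325 of the 26155 regions absent from exactly 2 tissues. This was 2.30 times the number expected from the totals of each tissue, the highest ratio of the 55 pairs, which ran down to 0.364 in ovary and stomach. No range of this ratio was simulated for absent regions. Whether each tissue's own tendency to lack common regions could give it therefore stays open. With equal list sizes 1906 regions were lacking and the ratio was 1.84, rank 2 after liver and lung at 2.05, which argues against the length of the lists as the whole cause. The pair of cerebellum and ovary had a ratio of 1.93 in the full lists, so an excess was not restricted to the brain. A shared set of brain regions with little methylation may contribute, as a hypothesis that was not tested against sequence or expression.

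The overlap of the digestive tissues might come from shared animals, since colon and stomach have the same MBD animals. All 11 tissues have an MBD library of animal A, so tissues differ in the second animal alone. With jj82 and jj8 as different animals, the 4 pairs of a digestive tissue of jj82 with a digestive tissue of jj8 had a mean Jaccard index of 0.766 against 0.685 over all pairs, and 10 of 990 arrangements of 2 and 2 tissues were as high. If jj82 is jj8, 9 tissues share both animals, and among these the digestive set had a mean of 0.768 against 0.676, with 2 of 126 sets as high (exact permutation test, one-sided, p = 0.0159). Under either reading, the same 2 animals in both tissues would not single out the digestive set. The class of short minimum width holds all 4 digestive lists, and within it 2 of the 15 sets were as high, too few sets to separate the short-peak class of lists from the organs.

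Peak number may follow the enrichment or depth of the libraries. Its correlation with median fold was r = −0.430 in the direction opposite to a gain of peaks with enrichment, and not past the threshold, while that with mean fold was −0.771, so no firm answer was reached. Longer lists had a narrower range of fold, with rho = −0.700 between peak number and the 99th percentile of fold over its median (permutation test, two-sided, p = 0.0204; r = −0.730, permutation test, p = 0.0122, adjusted p = 0.0245 over 2 relations). Without cerebellum and ovary rho was −0.450 (permutation test, p = 0.228) and r −0.606 (permutation test, p = 0.0830), of the same sign but no longer past the threshold, with 9 tissues left.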
